A study of Mus musculus with 4 samples. Its data were reported in "HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge" (2019).

How the data were processed

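RNA of cultured denuded mouse oocytes was sequenced in 4 libraries, 2 treated with DMSO as control and 2 treated with HDACi 4b. Groups and replicate numbers were taken from the labels of the samples. The cell type label names denuded oocytes, whereas the extraction note in the labels speaks of ovaries, so levels of markers of other ovarian cells are reported beside the oocyte transcripts. The labels do not say that the replicates came from separate animals or cultures, so p-values measure only the spread between these samples, which may be technical.

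The authors deposited 1 table of RPKM values (reads normalized for exon length and library size) with 26631 rows and 1 column per library, and 0 columns of values were left unused. The submitters' processing notes name Bowtie 0.12.2 and the mouse genome build mm8. The counting tool and its strand setting are not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart. Of the rows, 24967 (93.8%) carried the name of a gene in GENCODE M21, an annotation of GRCm38. A total of 22667 rows (85.1%) gave whole reads at the exonic length in that annotation, so the lengths used by the authors match GRCm38 gene models more closely than the build in the notes would imply. All coordinates are those of GENCODE M21 on GRCm38, matched by gene name. In the table, 26 rows had names turned into dates by a spreadsheet and 28 rows shared 14 repeated names. These rows were kept in the tests but are not named.

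The depth was recovered from the RPKM values themselves. Low values of a gene in different libraries stand in fixed ratios when they come from the same number of reads, which gave the relative depth, and the exonic lengths gave the total of each library. With a tolerance of 0.01 reads, whole reads were obtained for all 26631 rows, of which 3964 came from the ratios between libraries alone. The totals were 13478189 to 14903547 reads per library, and the recovered reads summed to 99.8% of them. At this depth 3 reads correspond to 0.201 to 0.223 CPM (reads scaled to library size). Limits from counts cover counting error only, since amplified reads are not independent molecules. The libraries of a group differed by more than sampling noise over 12942 genes with at least 50 reads in all (chi-square per gene with a median of 2.96 and a mean of 65.9 for the control pair, and a median of 2.35 and a mean of 27.4 for the HDACi 4b pair, the means being far above the medians), so none was counted as a copy of another.

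A count model had been chosen before the data were examined. That model was not run, although the recovered reads would have allowed it. Since the deposited values are RPKM, limma 3.58.1 in R 4.3.3 was used instead, on log2(RPKM + 0.1). The libraries were first scaled by the trimmed mean of ratios of the recovered reads (30% of ratios and 5% of levels trimmed). Genes with a mean of at least 1 RPKM over the 4 libraries were tested, 9461 in all, with an intensity trend for the prior variance, no covariate, a two-sided moderated statistic and Benjamini-Hochberg adjustment at 0.05. For the fits, values were divided by factors of 0.911 and 1.15 in control replicates 1 and 2 and 1.03 and 0.925 in HDACi 4b replicates 1 and 2. Levels in RPKM are given as deposited, without this scaling. Fold changes are on the log2(RPKM + 0.1) scale and understate the change of low genes. The total degrees of freedom were 6.44, and 95% intervals used them. An exact permutation test of a single gene with 2 against 2 libraries cannot go below p = 0.333, so none was used. The tool, the pseudocount of 0.1 and the filter at 1 RPKM were chosen after the unit was known and after trial fits with other scalings and pseudocounts, which also gave 0 genes. The correlation of group means used log10(mean RPKM + 1) of all rows.

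Gene lists, the rule for named genes and most alternatives were fixed before the data were examined. There were 22 lists, tested with camera (preset inter-gene correlation of 0.01, at least 3 tested members, Benjamini-Hochberg over lists), with fry and with camera using an estimated correlation. Named were the 8 protein coding genes with the smallest p in each direction whose treated libraries both lay on the same side of both controls with a mean CPM of at least 1, 9 genes set in advance (Hdac1, Hdac2, Hdac3, Hdac8, Ncor1, Areg, Egfr, Fshr and Cyp19a1), in each list the 2 tested members with the most reads and the one with the smallest p, and the 5 genes with the most reads. This gave 80 genes, and the text describes those that carry each comparison. Alternatives were other scalings of the libraries, limma-voom on the recovered reads, other filters and pseudocounts, robust estimation, the replicate number as a block, and leaving out each library in turn.

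The tests were checked on 20 sets of simulated reads for the 9461 genes with the means and depths of the real libraries. Each set had 200 changed genes, 50 at each of 4 folds. Genes of similar expression shared a mean spread estimated from the replicates, and each gene was drawn independently. The way the spread was estimated for the simulation was revised once after its first recovery rates were seen. Of the calls, 6.36% were false. The maternal effect list, shifted by 0.5 on the log2 scale, was recovered by camera in 20 of 20 simulations, with 1 call in all among the other lists. The simulated members of a list were independent, whereas the estimated correlation of this list in the real libraries was 0.481. These list rates therefore do not carry over to lists whose members are correlated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.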

Results

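The transcriptome of mouse oocytes stripped of their cumulus cells (denuded oocytes) was measured by RNA sequencing after culture with HDACi 4b or with the solvent DMSO. HDACi 4b is a small-molecule inhibitor of the histone deacetylases HDAC1 and HDAC3, enzymes that remove acetyl groups from histones. The oocytes came from wild type C57BL/6 mice at postnatal day 24. Each group had 2 libraries (n = 2), here named control replicates 1 and 2 and HDACi 4b replicates 1 and 2. The library totals recovered from the values were 14143248 and 13478189 reads in the control libraries and 14903547 and 14091412 reads in the HDACi 4b libraries. Between 9015 and 10027 genes reached 1 RPKM (reads normalized for the length of the gene and the size of the library), and control replicate 2 had the highest number. The 10 most abundant genes held 17.0% to 19.8% of the summed RPKM of a library.

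The comparison asks whether transcript levels of the oocyte differ after culture with the inhibitor when its cumulus cells have been removed. Transcripts of immune cells were still present in every library, as described below. The paper describes the sequenced cells as mature oocytes and used their transcriptome to judge developmental competence. The paper also assessed competence by in vitro fertilization and embryo transfer, for oocytes matured within their cumulus cells on granulosa cell feeders. It examined a direct effect on meiosis separately, by the maturation of denuded oocytes. Transcript levels alone do not answer whether the inhibitor acts on the oocyte in other ways. The oocytes of both groups were dominated by well known oocyte transcripts. Bcl2l10, an oocyte-enriched member of the BCL2 family, was at 10016 ± 1710 RPKM in control and 8727 ± 1032 RPKM in HDACi 4b oocytes (mean ± SD, n = 2). Fbxw15 was at 9306 ± 616 and 11013 ± 690 RPKM, Fbxw24 at 9162 ± 125 and 10496 ± 37.9 RPKM, Spin1 at 6174 ± 1361 and 6149 ± 541 RPKM, and Btg4, which recruits the deadenylase to maternal mRNAs, at 4867 ± 338 and 4807 ± 112 RPKM. Fbxw15 and Fbxw24 belong to a family of similar F-box genes, so reads may be divided between copies and their single levels are uncertain. Among 9461 genes tested with limma, 0 genes were higher and 0 genes were lower with HDACi 4b at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 136 higher and 132 lower genes, 2.83% of those tested. limma-voom on the recovered reads gave 0 and 0 genes, with 103 higher and 120 lower at an unadjusted p under 0.05. Leaving out HDACi 4b replicate 1 gave 1 lower gene and leaving out HDACi 4b replicate 2 gave 3 lower genes. The genes were Hist1h2bk without replicate 1, and Krt18, Calcoco2 and the small nuclear RNA Gm22107 without replicate 2. Hist1h2bk came under the rule for named genes, and the others were named after their values were seen. Each of these 4 genes was low in the lone HDACi 4b library and closer to the controls in the one left out: Krt18, a keratin, was at 5.20 and 6.41 RPKM in the controls, 0.144 RPKM in HDACi 4b replicate 1 and 3.80 RPKM in replicate 2.

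The group means correlated across the 26631 genes of the table with Pearson's r = 0.994 on the log10(mean RPKM + 1) scale. Genes are not independent replicates, so no p is given. Single libraries of different groups correlated with r = 0.985 to 0.992 and a mean of 0.989. The 2 control libraries correlated with r = 0.986 and the 2 HDACi 4b libraries with r = 0.988. Pairs across the groups were therefore as close as pairs within a group. The coefficient was 0.908 as a Spearman rank correlation, which gives the many genes near 0 RPKM the same weight as the abundant ones.

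**Figure D1:**
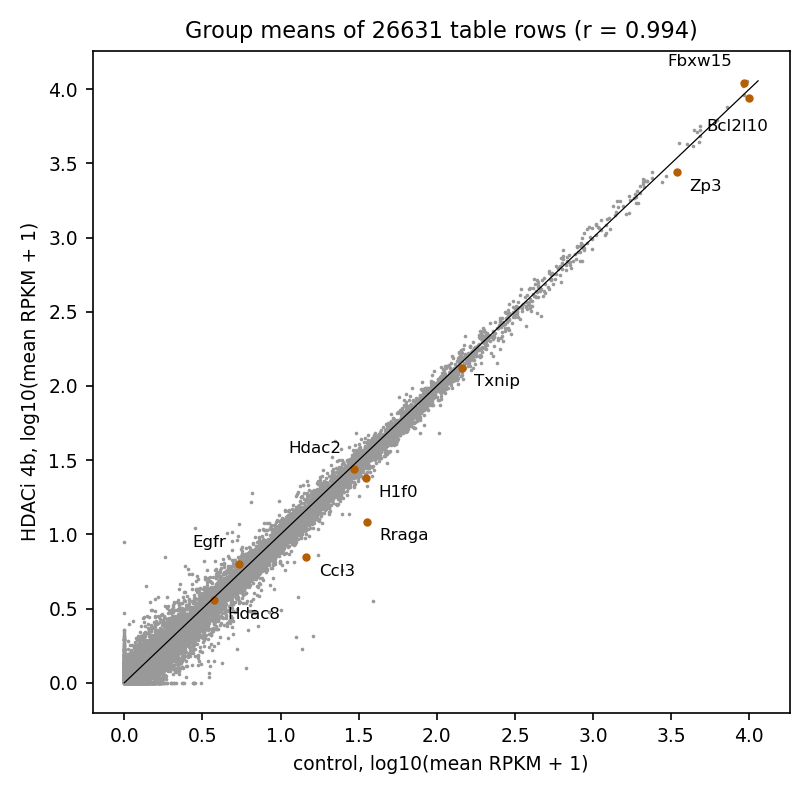
Mean RPKM of each gene in control (x axis) and HDACi 4b oocytes (y axis), both as log10(mean RPKM + 1), with 1 point per row of the table, the line of equal values, and named genes in orange. The points lie along the line (r = 0.994), with Ccl3 and Rraga below it.

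A test that finds no gene does not show that no gene differed, so the 95% interval of each log2 fold change was compared with a 2-fold limit. For 7681 of the 9461 tested genes (81.2%) the whole interval lay within 2-fold in either direction. The share was 45.5% in the fifth of genes with the lowest expression, whose median was 1.33 RPKM, and 93.5% in the fifth with the highest, whose median was 56.9 RPKM. The median size of the log2 fold change was 0.14, and 90% of genes were below 0.43. Without the filter on low values, over 26631 genes, the share within 2-fold was 41.0%. In simulated libraries of the same depth, genes of similar expression shared a mean spread. Over 9461 genes, the test recovered 1.4% of genes changed by 1.5-fold, 21.1% of those changed by 2-fold, 82.2% of those changed by 4-fold and 91.1% of those changed by 8-fold. Of the unchanged simulated genes 73.2% had an interval within 2-fold, against 81.2% of the real genes, so the simulated spread was not that of the data. At the simulated spread, changes of 2-fold or less in single genes were thus mostly below what 2 libraries per group could detect. Each simulated set held 200 changed genes and gave 104.6 calls on average. The Benjamini-Hochberg threshold is stricter where fewer genes pass, so the recovered shares may be too high for a comparison with few changed genes. Sets with fewer changed genes were not simulated.

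**Figure D2:**
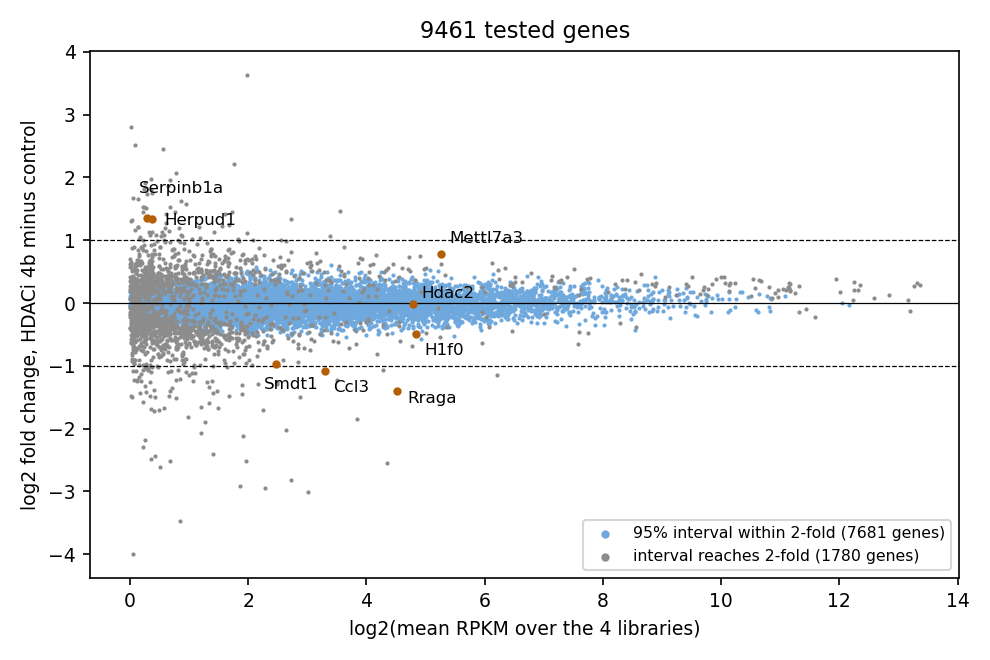
Log2 fold change of HDACi 4b over control (y axis) against log2 of the mean RPKM over the 4 libraries (x axis) for the 9461 tested genes. Blue points are the 7681 genes whose 95% interval lies within 2-fold (dashed lines at 1 and -1), gray points the others, and named genes are in orange.

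Hdac1 and Hdac3, whose proteins the inhibitor acts on, had low transcript levels in the oocyte in both groups, and Hdac2 was the abundant class I histone deacetylase. Hdac2 (chromosome 10, 36974544 to 37001889, GRCm38) was at 28.6 ± 8.07 RPKM in control and 26.5 ± 1.42 RPKM in HDACi 4b oocytes, a fold of 0.990 with a 95% interval of 0.724 to 1.35. Hdac8 (chromosome X, 102284639 to 102505359) was at 2.78 ± 0.412 and 2.60 ± 0.240 RPKM. Hdac1 (chromosome 4, 129516104 to 129542713) was at 0.857 ± 0.312 and 1.07 ± 0.113 RPKM, from 31 and 50 reads in the controls and 59 and 48 reads with HDACi 4b. Hdac3 (chromosome 18, 37935844 to 37955016) was lower still, at 0.506 ± 0.144 and 0.340 ± 0.156 RPKM, from 23 and 33 reads against 27 and 13 reads. Hdac1 and Hdac3 lay under the filter of 1 RPKM and were tested only without it, where the adjusted p of limma was 1.0 for both. Ncor1, the corepressor that binds HDAC3, was at 5.97 ± 0.963 and 5.42 ± 0.414 RPKM. Of the 12 genes of the class I HDAC and NCoR list, 7 were tested, and 0 passed over all genes or adjusted over the list alone. All 7 had intervals within 2-fold. Tbl1xr1, a subunit of the same corepressor, had the smallest p of the list, with a log2 fold change of 0.42 (SE 0.19, adjusted p = 1.0).

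Areg, the EGF-like growth factor amphiregulin, had 0 reads in both control libraries, 1 read in HDACi 4b replicate 1 and 0 reads in replicate 2. A count of 0 allows up to 3 reads, or 0.212 and 0.223 CPM (reads scaled to library size) in the controls and 0.213 CPM in HDACi 4b replicate 2, for counting error only. Egfr, its receptor (chromosome 11, 16752203 to 16918158), was at 4.38 ± 0.479 RPKM in control and 5.35 ± 0.150 RPKM in HDACi 4b oocytes, higher in 2 of 2 treated libraries than in both controls but with a log2 fold change of 0.35 (SE 0.17) and an adjusted p of 1.0. Fshr, the receptor of follicle stimulating hormone, was at 0.382 ± 0.0362 and 0.335 ± 0.154 RPKM, from 7 to 13 reads per library. Cyp19a1, the aromatase that makes estrogen, was at 3.17 ± 0.199 and 3.38 ± 0.158 RPKM. Of the EGF-like and cumulus expansion list only Egfr and Snap25 were tested, so the list had too few members for a set test, and 0 of its members passed. Has2 and Ptgs2, which cumulus cells express as they expand, stayed under 0.232 RPKM in all 4 libraries.

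**Figure D3:**
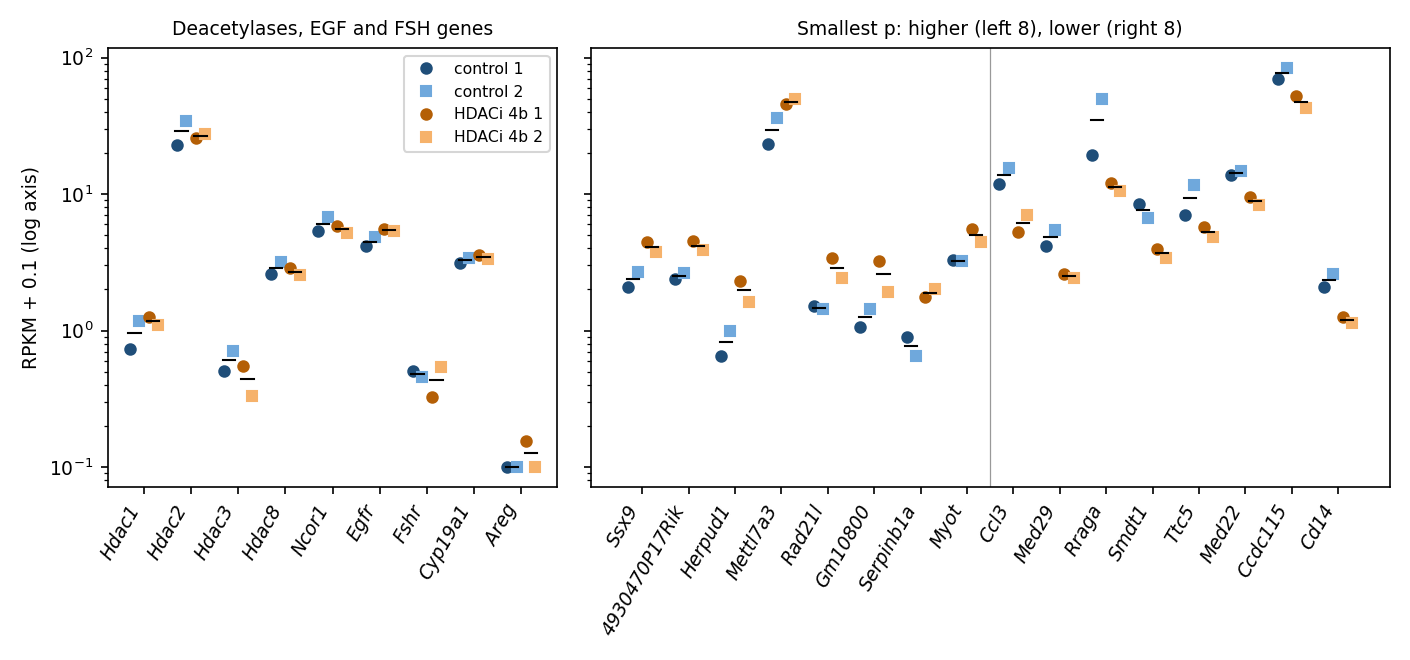
RPKM + 0.1 on a log axis for each of the 4 libraries (points; circles are replicates 1 and squares replicates 2) with the group mean as a bar. The left panel shows deacetylases and genes of EGF and FSH signalling, and the right panel the 8 protein coding genes with the smallest p in each direction. Hdac2 lies about 10-fold above Hdac8, and Hdac3 is under 1 RPKM in all 4 libraries.

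The protein coding genes with the smallest p values in either direction did not pass the adjusted threshold. On the higher side, Serpinb1a, an inhibitor of serine proteases, was at 0.673 ± 0.177 RPKM in control and 1.79 ± 0.177 RPKM in HDACi 4b oocytes, a fold of 2.57 (95% interval 1.34 to 4.91). Herpud1, a gene of endoplasmic reticulum-associated degradation (chromosome 8, 94386438 to 94395377), was at 0.718 ± 0.244 and 1.87 ± 0.490 RPKM. Rad21l, a meiotic cohesin subunit, was at 1.37 ± 0.0458 and 2.79 ± 0.683 RPKM, and Mettl7a3 at 29.6 ± 9.14 and 47.4 ± 3.08 RPKM. The others on this side were Ssx9, 4930470P17Rik, Myot and Gm10800, of which Ssx9, Gm10800 and Mettl7a3 have close copies in the genome and are uncertain. On the lower side, Ccl3, a chemokine of the immune system (chromosome 11, 83647844 to 83649355), was at 13.6 ± 2.67 and 6.06 ± 1.26 RPKM, a fold of 0.471 (95% interval 0.324 to 0.685). Rraga, a GTPase that signals amino acids to mTORC1, was at 34.5 ± 21.6 and 11.2 ± 1.06 RPKM, with control replicate 2 at 49.8 RPKM. Med29 and Med22, subunits of the Mediator complex, were at 4.74 ± 0.921 against 2.42 ± 0.133 RPKM and at 14.2 ± 0.683 against 8.81 ± 0.879 RPKM. Smdt1, a regulator of the mitochondrial calcium uniporter, was at 7.51 ± 1.27 and 3.58 ± 0.402 RPKM. Ccdc115, Ttc5 and Cd14 completed this side. These genes were chosen for their small p, so their folds are likely to be overstated. The adjusted p of each was 1.0.

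Of 10 genes listed as commonly raised by HDAC inhibitors in somatic cells, 9 were measured and 4 were tested. All 4 tested had a negative log2 fold change, and 0 passed over all genes or adjusted over the list alone (camera adjusted p = 0.114). H1f0, the linker histone that HDAC inhibitors often induce, was at 34.3 ± 4.57 RPKM in control and 23.1 ± 0.921 RPKM in HDACi 4b oocytes, a log2 fold change of -0.50 (SE 0.16, adjusted p = 1.0). Its 95% interval ran from a fold of 0.541 to 0.927. Txnip was at 143 ± 0.0664 and 132 ± 26.5 RPKM, and its log2 fold change of -0.06 became 0.10 without control replicate 1 and 0.23 without HDACi 4b replicate 1. The other deacetylases and sirtuins had 3 of 7 tested members with a positive and 4 with a negative log2 fold change (adjusted p = 0.573), with Sirt1 at 5.08 ± 2.36 and 5.26 ± 0.414 RPKM. The acetyltransferases and bromodomain readers had 3 of 10 positive (adjusted p = 0.521), with Hat1 at 92.8 ± 0.870 and 100.1 ± 1.19 RPKM. The replication dependent histones had 1 of 10 positive (adjusted p = 0.114), with Hist1h2bc at 40.3 ± 10.1 and 33.7 ± 6.26 RPKM. The genes of DNA methylation had 5 of 11 positive (adjusted p = 0.943), with Dnmt1 at 69.8 ± 1.93 and 70.8 ± 12.1 RPKM.

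Among the transcripts that the oocyte stores for maturation and early development no gene passed the threshold, but similar levels were shown for only part of them. Of 22 tested maternal effect genes, 17 had a positive and 5 a negative log2 fold change and 0 passed (camera adjusted p = 0.114). The interval lay within 2-fold for 15 of the 22 maternal effect genes, 8 of the 11 zona pellucida and oocyte secreted factors, 6 of the 9 genes of meiotic arrest, 7 of the 9 genes of fertilization and 18 of the 20 genes of maternal mRNA translation and decay. Nlrp14 was at 907 ± 26.4 RPKM in control and 1148 ± 85.5 RPKM in HDACi 4b oocytes, and Nlrp5 at 105 ± 13.8 and 133 ± 14.2 RPKM. Of the 11 zona pellucida and oocyte secreted factors, 7 had a positive log2 fold change (adjusted p = 0.573), with Zp3 at 3418 ± 713 and 2765 ± 296 RPKM and Zp2 at 643 ± 70.2 and 817 ± 13.5 RPKM. The genes of the meiotic divisions, which include cyclin B and the anaphase promoting complex, had 16 of 31 positive (adjusted p = 0.760). All 31 had intervals within 2-fold, and Pttg1, or securin, was at 1833 ± 50.8 and 1848 ± 368 RPKM. The genes of meiotic arrest and cAMP signalling had 2 of 9 positive (adjusted p = 0.114). Their smallest p was that of Prkar1a, a regulatory subunit of protein kinase A, at 16.7 ± 4.79 and 11.6 ± 0.940 RPKM, while Wee2, the kinase that holds CDK1 inactive, was at 97.2 ± 10.7 and 100.6 ± 11.6 RPKM. The fertilization and egg activation list had 5 of 9 positive (adjusted p = 0.573), with Cd9 at 202 ± 9.32 and 192 ± 26.5 RPKM. The list of maternal mRNA translation and decay had 12 of 20 positive (camera adjusted p = 0.573). It was the single list past the threshold in fry's test for change in either direction (adjusted p = 0.0354), which does not compare a list with other genes. Its smallest p was that of Ddx6, an RNA helicase, at 0.928 ± 0.280 and 1.53 ± 0.121 RPKM, and 0 of its members passed over all genes or adjusted over the list alone.

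The mitochondrial and ribosomal protein lists showed more spread between replicates than between groups. The 10 tested mitochondrially encoded mRNAs had 9 positive log2 fold changes (adjusted p = 0.114), with mt-Co1 at 2225 and 2530 RPKM against 2166 and 2010 RPKM in the controls and mt-Atp6 at 424 and 473 RPKM against 396 and 375 RPKM. The most abundant, mt-Cytb, was at 6463 RPKM in HDACi 4b replicate 1 and 8637 RPKM in replicate 2, on either side of the controls. These levels are as deposited. After the scaling used for the fits, HDACi 4b replicate 1 lay between the controls for mt-Co1, mt-Atp6 and mt-Cytb. The nuclear genes of oxidative phosphorylation had 48 of 84 positive and the cytoplasmic ribosomal proteins 45 of 80, both with an adjusted p of 0.573. In control replicate 2 the median deviation from the mean of the 4 libraries was -0.16 and -0.19 for these lists, while it was 0.11 and 0.17 in control replicate 1. The treated libraries differed too, with -0.06 and -0.11 in HDACi 4b replicate 1 and 0.13 and 0.16 in HDACi 4b replicate 2. The apoptosis regulators had 2 of 8 positive (adjusted p = 0.165), with Bax at 2.54 ± 0.671 and 1.64 ± 0.276 RPKM. The stress genes had 7 of 16 positive (adjusted p = 0.573), with Hsp90aa1 at 2386 ± 399 and 2745 ± 460 RPKM. The genes of the 2-cell embryo had 6 of 6 positive (adjusted p = 0.114), with Zscan4d at 6.22 ± 0.392 and 8.64 ± 2.36 RPKM, an uncertain level because the Zscan4 genes are near-identical copies.

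Most markers of other cell types were low. Of 24 granulosa and cumulus markers 5 were tested, 3 with a positive log2 fold change (adjusted p = 0.760). Serpine2 at 52.4 ± 4.64 and 46.2 ± 7.02 RPKM and Esr2 at 23.6 ± 4.04 and 21.8 ± 2.02 RPKM were the most abundant of them, while Inha, a main transcript of granulosa cells, was between 0.0481 and 0.227 RPKM. None of the 9 measured theca and stroma markers reached the filter, so this list was not tested. Of the blood, immune and endothelial markers 4 were tested, 3 with a positive log2 fold change (adjusted p = 0.760). Lyz2, the lysozyme of macrophages, was at 16.7 and 9.42 RPKM in the controls and at 29.4 and 6.69 RPKM in the HDACi 4b libraries. The HDACi 4b replicates differed more than the groups in this list, with a median deviation of 1.04 in replicate 1 and -0.74 in replicate 2 on the log2 scale.

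**Figure D4:**
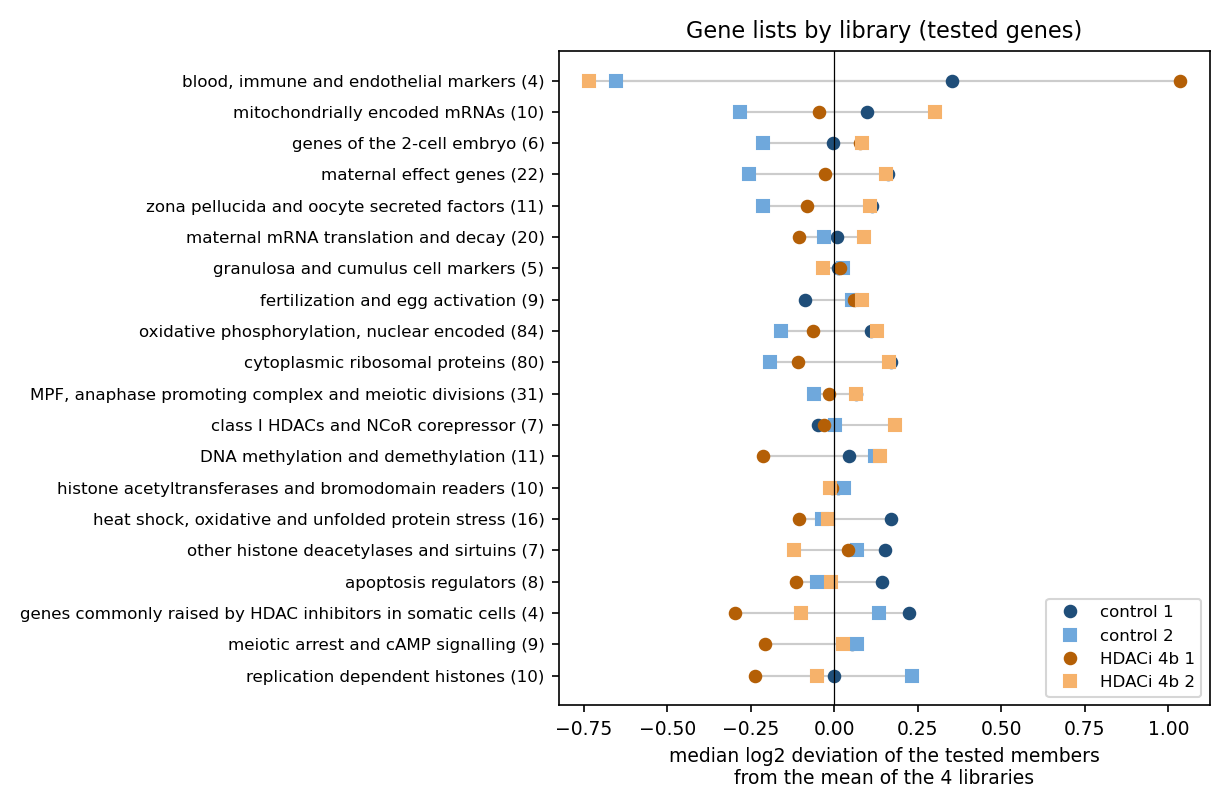
Median log2 deviation of the tested members of each list in each library from the mean of the 4 libraries (x axis), with the number of tested members in parentheses, ordered by the median log2 fold change. Blue points are control and orange points HDACi 4b libraries, and in the blood, immune and endothelial list the HDACi 4b replicates lie at 1.04 and -0.74.

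Of the 22 lists, 20 had at least 3 tested members, and 0 passed camera with its preset correlation of 0.01, camera with an estimated correlation (smallest adjusted p = 0.912) or fry's test for one direction (smallest adjusted p = 0.126). In the class I HDAC list the median log2 fold change was -0.01 and the mean 0.11, while camera gave the higher direction. The medians of the class I HDAC, meiotic division, fertilization, DNA methylation, granulosa, ribosomal protein and oxidative phosphorylation lists lay so near 0 that another scaling of the libraries, which moves all lists nearly alike, changed their sign. List calls at the preset correlation of 0.01 depended on single libraries, and these calls were not checked with an estimated correlation, which over all 4 libraries was 0.481 for the maternal effect, 0.509 for the mitochondrially encoded, 0.359 for the ribosomal protein, 0.222 for the oxidative phosphorylation, 0.220 for the meiotic arrest and 0.394 for the blood, immune and endothelial list. Without control replicate 1, the maternal effect (adjusted p = 0.0012), mitochondrially encoded (0.0258), ribosomal protein (0.00691) and oxidative phosphorylation (0.0317) lists passed as higher with HDACi 4b. Without HDACi 4b replicate 1, the maternal effect (adjusted p = 0.0493), mitochondrially encoded and ribosomal protein lists (both 0.0382) did so. Without HDACi 4b replicate 2, the meiotic arrest list passed as lower and the blood, immune and endothelial list as higher (both adjusted p = 0.0393). Without control replicate 2, 0 lists passed.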

Values the study reported

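For these oocytes the study gave a correlation coefficient above 0.99 between the global transcripts of control and HDACi 4b oocytes and stated that it found no differentially expressed genes. RNA had been taken from 35 oocytes in each group. In a separate experiment on cultured granulosa cells, the study reported 2105 transcripts up and 1301 transcripts down after HDACi 4b treatment. The text of the paper does not give the threshold or the number of libraries behind these counts. They cannot be compared directly with the oocyte counts.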

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

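The counts of 0 higher and 0 lower genes were the same with median-of-ratios and upper quartile scaling, limma-voom, no filter, a filter of 5 CPM and robust estimation, and, chosen after seeing the data, with RPKM as deposited, pseudocounts of 1 and 0.01 and protein coding genes only. With 1 library left out, the lone sample of a group being assumed to vary like the pair, there were 0 higher genes and 0 to 3 lower genes, 0.989 to 0.994 for the correlation, 57.2% to 68.9% of genes within 2-fold and 0 to 4 lists past the threshold. The correlation was 0.979 with a pseudocount of 0.1 and 0.908 as a rank correlation. The share within 2-fold was 94.0% with at least 5 CPM and 41.0% with no filter, which removes or adds low genes, and, chosen after seeing the data, 93.1% with a pseudocount of 1, which shrinks low genes, and 72.2% with RPKM as deposited, for which the cause was not tested. For lists, fry in either direction, chosen after seeing the data, gave 1. The planned tests with DESeq2 and edgeR were not run, and limma-voom was the only test between groups over all genes run on the recovered reads.

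With the replicate number as a block there were 0 higher and 0 lower genes, 79.9% of genes within 2-fold and 0 lists, so the block changed no call. Over all tested genes, libraries with the same number did not deviate together (r = 0.0453). The sum of 21 leukocyte markers, described below, did follow the number. It was 245 (control) and 432 CPM (HDACi 4b) in replicates 1 and 139 and 119 CPM in replicates 2. With 2 pairs it cannot be shown that the numbers pair the samples. Of 76 named genes with a tested value, none of which passed with all 4 libraries, 25 changed sign under at least 1 alternative, 16 of them without control replicate 2. Depth limits what can be said of Hdac1, Hdac3, Areg and Fshr, with 0 to 59 reads per library.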

Other observations

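The tests of treatment and depth for the immune transcripts and of depth for control replicate 2 were chosen only after the result was seen, and the intervals for the trend tests of control replicate 2, with the rule that uses them, were added after their values were seen. Over the 3 ways of dividing the 4 libraries into pairs, the division by treatment gave the fewest genes at an unadjusted p under 0.05, 268 of 9461 (2.83%), against 551 for replicates 1 against replicates 2 and 712 for the crossed pairs, and each gave 0 genes at an adjusted p under 0.05. With 3 divisions the smallest exact p is 0.333.

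Transcripts of immune cells were present in all 4 libraries, and their levels did not move as one. C1qb was between 46.9 and 87.8 RPKM, whereas its partners in the complement C1q complex ranged more widely, C1qa from 8.12 to 74.4 RPKM and C1qc from 0.698 to 17.7 RPKM. Mrc1, the mannose receptor of macrophages, was between 2.38 and 3.93 RPKM and highest in control replicate 2. Ccl3 and Cd14, which macrophages also express, were among the genes with the smallest p and were lower in both HDACi 4b libraries than in both controls.

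Lyz2, Cd68, Cd74 and Ptprc were highest in HDACi 4b replicate 1, and summed they were 4.49 times higher there than in HDACi 4b replicate 2 in CPM (95% lower bound 3.80), which a difference in depth cannot give. RNA of leukocytes carried into part of the libraries is a candidate explanation. Over 21 other leukocyte markers, listed before their values were seen and with at least 10 reads, the median log2 ratio of HDACi 4b replicate 1 to replicate 2 was 2.29, above all 10000 random lists matched on expression, and 21 of 21 were higher, although Mrc1 was almost equal (2.83 and 2.83 RPKM), among the most abundant C1qb, C1qa, Csf1r and Ctss. The genes of the random lists were drawn independently, whereas markers of the same cell type can vary together. The rank among these lists therefore does not measure how unusual the shift is. Removal of the surrounding cells should leave few leukocytes, and what brought leukocyte RNA in stays open. Treatment alone cannot give the difference between the HDACi 4b replicates, since both were treated. Whether treatment also shifted these markers between the groups stays open. The markers summed to 245 and 139 CPM in the controls and to 432 and 119 CPM with HDACi 4b. Both replicates 1 thus lay above both replicates 2. The log2 difference between the groups, taken without pairing, was 0.29 with a 95% interval of -4.09 to 4.68 from the spread of the replicates.

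Ribosomal protein genes were low in control replicate 2 (median deviation -0.19 over 80 genes), which at the same time had the most genes at 1 RPKM or more. A greater depth is argued against as the reason for more such genes, because control replicate 2 had the fewest reads, 13478189, and the next library 14091412. Gene length is argued against as the whole cause, but only weakly. Taking out a trend on length left the median almost unchanged at -0.19. Its 95% interval of -0.22 to -0.10, however, ended close to the limit of -0.1 set for this test. The intervals in this paragraph come from resampling the 80 genes within control replicate 2. These genes were correlated (0.359 estimated), so the intervals are too narrow and cover no spread between libraries. A trend over all genes on expression level may account for part of the shift. Taking it out left -0.13 (-0.19 to -0.07), and the interval on both sides of the limit of -0.1 keeps it open. Other lists were low in control replicate 2 too, and this trend took up most of their shift. Their medians moved from -0.283 to 0.033 (mitochondrially encoded), -0.215 to -0.021 (zona pellucida and oocyte secreted), -0.16 to -0.034 (oxidative phosphorylation) and -0.257 to -0.096 (maternal effect). The HDACi 4b libraries were split as well, with a median deviation of -0.11 in replicate 1 and 0.16 in replicate 2. They had 9604 and 9033 genes at 1 RPKM or more. The pattern lies between libraries of the same group, so no biological explanation was tested.

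Of the 100 genes with the smallest p, 64 were not listed as protein coding in GENCODE M21, against 19.4% of all tested genes. Rows without a gene of the same name there, such as names turned into dates, were counted in this class, so it is not strictly noncoding. Low expression in RPKM is argued against. Random sets of 100 genes matched on RPKM held 21.3 such genes on average and at most 41 in 10000 draws. The sets were not matched on reads, so a low number of reads, as in short genes, was not tested and stays open. Reads shared with near-identical copies may contribute, because pseudogenes made up 50% of this class among the 100 and 34.1% among all tested (one-sided Fisher's exact test, p = 0.00559). The other genes of this class among the 100 have no such test, and no treatment effect on the class was tested.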
